A study of Mus musculus with 6 samples. Its data were reported in "Upregulation of RNA cap methyltransferase RNMT drives ribosome biogenesis during T cell activation" (2021).

How the data were processed

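RNA sequencing of rRNA-depleted total RNA from naïve CD4 T cells was analysed in 6 libraries, 3 from control and 3 from Rnmt cKO mice. RNMT is the methyltransferase that methylates the cap guanosine at the start of RNA polymerase II transcripts. Per the labels, control animals carried floxed Rnmt alleles without Cre, and Rnmt cKO animals carried the same alleles with a Cre transgene driven by Cd4 regulatory sequence, so that the presence of the transgene and the loss of Rnmt coincide in this design. All 6 libraries are labelled as coming from males.

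The authors aligned paired-end reads to the mm10 mouse genome with STAR and the GENCODE vM12 basic annotation, and deposited for each library the raw counts of uniquely mapped fragments per gene that STAR writes, without any normalization. Each deposited table holds 3 columns of counts, for reads of either strand, of one strand and of the other strand, for 46983 genes, with the numbers of unmapped, multimapping, unassigned and ambiguous reads on separate lines. These lines were kept out of library sizes and tests. The authors also deposited a table of their edgeR comparison with a log2 fold change, a log2 mean abundance, a p-value, an adjusted p-value and a normalized signal per sample for 11221 genes. Dividing the strand-specific counts of the third count column by 1 constant per library gave the signal columns of the authors' deposited table for 100% of its genes in each library, so this column, which counts sense reads, was used throughout. The signal columns in the authors' deposited table were used for that check only.

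Gene symbols came from the authors' deposited table and from GENCODE vM21, which is annotated on the same genome build. Of the gene identifiers in the count tables, 46488 were found in that annotation, which also gave biotypes, lengths, GC content and the coordinates printed here.

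Genes with more than 1 CPM (counts scaled to a common library size) in at least 3 samples were tested, which left 12336 genes. Counts were scaled with TMM factors and tested in edgeR 4.0.16 (R 4.3.3) with the exact test on tagwise dispersions, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values are TMM-scaled, log2 fold changes are Rnmt cKO over control, and standard errors of log2 fold changes come from the per-sample log2 CPM with a prior count of 2. Where all libraries of a group held 3 counts or fewer, the fold change was bounded by replacing that group with 3 counts. Groups were called separated where every Rnmt cKO value lay on one side of every control value, which 10% of genes would do by chance with 3 samples against 3.

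Gene lists were tested with camera from limma 3.58.1 with a preset correlation between genes of 0.01, two-sided, adjusted over the 17 lists that were chosen before the data were examined and had at least 3 tested genes. These were cytoplasmic ribosomal protein genes, mitochondrial ribosomal protein genes, other mRNAs with a 5′ terminal oligopyrimidine (TOP) motif, snoRNA host genes, snoRNA and scaRNA genes, snRNA genes, interferon-stimulated genes, p53 target genes, ATF4 target genes, proliferation genes, replication-dependent histone genes, memory and effector T cell genes, naïve T cell genes, B cell genes, myeloid genes, genes of cap enzymes and cap-binding proteins, and mitochondrially encoded genes. Erythroid genes and CD8 T cell genes had 2 tested genes each and were described without a set test. Another 6 lists were chosen after the data had been seen and adjusted among themselves: RNA polymerase III transcripts, plasma cell genes, neutrophil genes, thymocyte genes, activated T cell genes and ribosomal protein pseudogenes. Each list test was repeated with an estimated correlation and with fry. Shares of reads per sample were compared with an exact two-sided permutation test, for which 0.10 is the smallest possible p with 3 samples against 3. Wilson intervals at the 95% level were computed with scipy 1.17.1.

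The genes named in the text follow a rule that was fixed before the data were examined. They are the genes the study names in connection with these cells and its qPCR reference genes, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 5 CPM and separated groups, the 5 ribosomal protein genes with the largest fall and the 3 at the top of that list, and the 3 snoRNA or scaRNA genes with the largest fall and the 3 with the largest rise. Any other gene that is named was chosen after its values were seen. Of the genes that meet the rule, 2 are not reported here.

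The code was tested on simulated data. Counts were drawn for the real genes from the means and library sizes of these samples with 200 genes changed. The ribosomal protein genes were also lowered by 0.5 on the log2 scale, and were counted neither as changed nor as unchanged. The exact test recovered 85.5% of the changed genes in the right direction and called 31 unchanged genes among 12238 tested, the quasi-likelihood test 81.5% and 18, and DESeq2 1.42.0 81.5% and 24. With no gene changed, the exact test called 5 of 12203 genes and camera called 0 of 17 lists. The simulated genes were drawn independently, so this does not test camera on lists whose genes vary together between libraries. A GC trend with a slope of 5.02 was reduced to 0.136 by the loess correction used as an alternative.

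Alternatives fixed before the data were examined were DESeq2 size factors, no scaling beyond library size, TMM factors computed without ribosomal protein genes, no filter on low counts, more than 10 CPM in at least 3 samples, the edgeR quasi-likelihood test, the DESeq2 Wald test, unstranded counts, a replicate block, removal of GC content and gene length trends by loess with a span of 0.5, both together, and leaving out each library in turn. A filter of more than 1 CPM in all 6 samples and a quasi-likelihood fit with the share of reads outside genes as a covariate were added after seeing the data. Reads of the other strand were analysed separately in the same way.

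Gene counts per library ranged from 8873413 to 11277764, and 3 counts correspond to between 0.266 and 0.338 CPM at these depths. Multi-copy small RNAs and pseudogene-rich families lose reads to multimapping, since only uniquely mapped fragments were counted, so their values are uncertain. First-intron reads, exon usage, other data types of the study and activated T cells were not analysed here.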

Results

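Gene expression was measured by RNA sequencing in naïve CD4 T cells sorted by flow cytometry from mouse lymph nodes. There were 3 control libraries, from animals with floxed Rnmt and no Cre, and 3 Rnmt cKO libraries, from animals in which Cre is expressed in T cells. The comparison asks which transcripts depend on RNMT in resting T cells. Sense counts assigned to genes came to 9323022, 10222925 and 9265658 in control libraries 1, 2 and 3, and to 8873413, 11058288 and 11277764 in Rnmt cKO libraries 1, 2 and 3. All pairs of libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom between 3.79 and 25.4, so each was counted as a replicate.

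The targeted gene, Rnmt (ENSMUSG00000009535, chromosome 18, 68300355 to 68324852, mm10), held 438, 588 and 524 counts in the controls and 397, 444 and 297 counts in the Rnmt cKO libraries. Its normalised expression was 56.02 ± 3.94 CPM (SD, n = 3) in controls and 35.3 ± 7.88 CPM (SD, n = 3) in Rnmt cKO cells, with every Rnmt cKO library below every control. The log2 fold change was -0.67 with a standard error of 0.20 and an edgeR exact test adjusted p of 0.00035. Deletion removes 1 exon and counts were taken over the whole gene, so remaining Rnmt reads do not measure the remaining intact transcript. Over the alternatives the log2 fold change ran from -0.81 to -0.52, with adjusted p between 1.48e-05 and 0.0416.

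Of 12336 genes tested, 844 were lower and 987 were higher in Rnmt cKO cells in the edgeR exact test with Benjamini-Hochberg adjustment. Of these, 213 had a log2 fold change of -1 or lower and 332 of 1 or higher. Groups were separated for 31.4% of all tested genes, where chance gives 10%. Without scaling beyond library size, 535 genes were lower and 1938 were higher, the higher share of calls moved from 53.9% to 78.4%, and the median log2 fold change of all genes moved from 0.01 to 0.14. The number of lower genes was 559 without control 1, 560 without control 2, 547 without Rnmt cKO 2 and 1285 without Rnmt cKO 3, and the number of higher genes was 656 without control 2 and 643 without Rnmt cKO 2. With a filter of more than 1 CPM in all 6 samples, chosen after seeing the data, 753 genes were lower and 845 were higher among 11232. The authors' deposited table gives 753 lower and 845 higher genes among 11221 genes.

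The share of gene counts on the 79 cytoplasmic ribosomal protein genes was 7.89 ± 0.801% (SD, n = 3) in controls and 5.30 ± 0.977% (SD, n = 3) in Rnmt cKO cells. The Wilson 95% interval of control 3, the lowest control, was 7.16% to 7.19% around a share of 7.18%, and that of Rnmt cKO 3, the highest Rnmt cKO library, was 6.41% to 6.44% around 6.43%. Such intervals, and floors set at 3 counts, cover counting error only, since reads without molecular identifiers are not independent molecules. The groups did not overlap, and the exact two-sided permutation p was 0.10, the smallest that 3 samples against 3 allow. The share was moved most by counting RPKM over protein-coding genes, which gave 25.5 ± 2.24% (SD, n = 3) in controls and 17.02 ± 2.46% (SD, n = 3) in Rnmt cKO cells. The libraries also differed in the share of uniquely mapped reads that lie in no gene, which was 36.1%, 39.7% and 46.1% in controls 1, 2 and 3 and 47.9%, 46.5% and 31.8% in Rnmt cKO 1, 2 and 3. Among the 3 libraries with a share of 39.7% or lower, ribosomal protein genes took 8.25% of counts on average in 2 controls and 6.43% in 1 Rnmt cKO library. Among the 3 libraries with a share of 46.1% or higher, they took 7.18% in 1 control and 4.74% on average in 2 Rnmt cKO libraries. Within these sets of libraries the median log2 ratio of the ribosomal protein genes was -0.39 and -0.71.

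**Figure D1:**
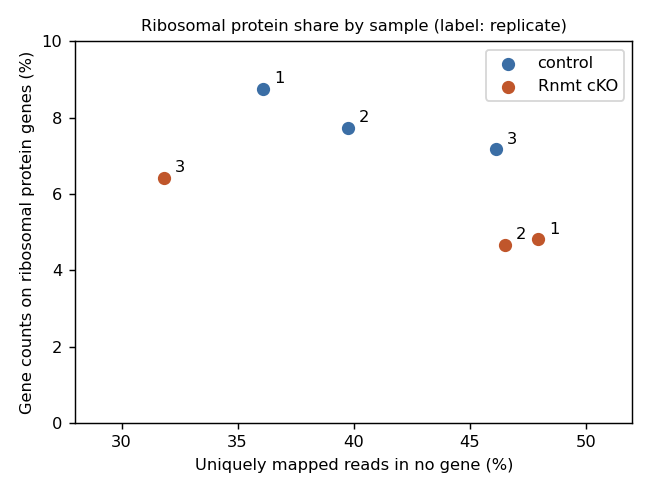
Share of gene counts on ribosomal protein genes (y axis, percent) against the share of uniquely mapped reads in no gene (x axis, percent) for each library, labelled by replicate number. The Rnmt cKO libraries lie between 4.67% and 6.43% on the y axis and the controls between 7.18% and 8.76%.

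Of the 79 ribosomal protein genes, 68 were lower in Rnmt cKO cells past the threshold, 74 were lower when adjusted over the list alone, and 0 were higher, also at an unadjusted p under 0.05. Because the study singled out this family in the same libraries, the count over the list alone is not independent evidence. Groups were separated downwards for 60 of the 79 genes. The median log2 fold change was -0.67, 78 of the 79 genes had a value below 0, and the camera adjusted p was 4.87e-36. All 79 genes were above 1 CPM in every control library, and 0 were on another list. The median was moved most by leaving out Rnmt cKO 3, which gave -0.91. The largest falls were those of Rplp1 (ENSMUSG00000007892), Rpl36a, Rps12, Rps21 and Rpl12, with log2 fold changes of -1.19, -1.19, -1.13, -1.01 and -0.97 and exact test adjusted p-values from 4.65e-11 to 1.92e-06. Near the top of the list were Rpl24 at -0.03 and Rpl27 at -0.24. Rpl24 held a mean of only 2.60 CPM in controls. Rpl27 passed the threshold without Rnmt cKO 3, with an adjusted p of 0.00027, and the range over its alternatives was 0.00027 to 0.738. Ribosomal protein genes have many near-identical pseudogenes, so their unique counts are uncertain in level.

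Mitochondrial ribosomal protein genes, which are not known as TOP mRNAs, did not shift as a list. The median of 77 genes was 0.0019 with a camera adjusted p of 0.826, and its sign differed between scalings, as with DESeq2 size factors, which gave -0.01. Of these genes 1 was lower and 3 were higher, and 1 was lower and 2 were higher when adjusted over the list alone. Without Rnmt cKO 3 the median was -0.07 and 10 genes were lower, and 1 gene was higher without control 2 or control 3. Without scaling beyond library size the median was 0.12, with 10 genes higher and 1 lower. All 77 were above 1 CPM in every control. Other TOP mRNAs had a median of -0.16 over 29 genes with a camera adjusted p of 2.83e-05, and their summed expression fell from 27185 ± 2499 CPM to 19097 ± 3513 CPM (SD, n = 3 in each group) with separated groups. There were 8 lower genes and 1 higher gene, or 9 and 1 when adjusted over the list alone, and groups were separated downwards for 9. Their median was -0.04 without scaling, -0.10 without control 1 or Rnmt cKO 2 and -0.31 without Rnmt cKO 3, where 19 genes were lower.

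Host genes of snoRNAs fell with a median log2 fold change of -0.61 over 13 genes and a camera adjusted p of 2.82e-08. Of these 9 were lower and 1 was higher, also when adjusted over the list alone. Of 93 tested snoRNA and scaRNA genes, 32 were lower and 3 were higher, or 35 and 3 when adjusted over the list alone, and groups were separated downwards for 42 and upwards for 6. The median was -0.55 with a camera adjusted p of 2.79e-09, and moved most, to -1.17, over the 25 genes with more than 10 CPM in at least 3 samples. With GC content and gene length trends removed it was -0.33 with 25 genes lower. The number of higher genes was 1 without control 3. There were 73 of these genes above 1 CPM in all controls and 1 on another list. The 3 largest falls were those of Snora57 at -1.87, Gm24044 at -1.70 and Gm24119 at -1.68, with exact test adjusted p-values of 7.57e-06, 0.000508 and 0.000244. The 3 largest rises were those of Snord13 at 1.33, Gm23722 at 1.22 and Scarna9 at 0.87, with adjusted p-values of 0.0314, 0.0134 and 0.200, at means below 2.84 CPM in each group. Snord13 passed the threshold in 8 of 17 alternatives and lost it without control 1, 2 or 3 or Rnmt cKO 3. Gm23722 passed in 11 of 17 and lost it without control 1, control 3 or Rnmt cKO 2. Scarna9 passed in 1, without control 1, with an adjusted p of 0.0241 in a range of 0.0241 to 0.574.

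Of 30 tested snRNA genes, 13 were lower and 0 were higher, or 14 and 1 when adjusted over the list alone, with 1 higher at an unadjusted p under 0.05. Groups were separated downwards for 15. Their median was -0.58 with a camera adjusted p of 1.10e-05, and was -0.19 with a camera adjusted p of 0.147 when no filter on low counts was applied, in a range of 1.18e-08 to 0.147 over its alternatives. It was -1.47 over the 7 genes with more than 10 CPM in at least 3 samples, all 7 lower, and -0.90 over the 15 with more than 1 CPM in all 6 samples. With GC content and gene length trends removed it was -0.35 with 9 lower and a camera adjusted p of 0.0098. There were 8 lower genes without control 1 or Rnmt cKO 2. Of these genes 23 were above 1 CPM in all controls and 2 were on another list. Of the camera calls among the 17 lists chosen beforehand, the call for proliferation genes alone held with an estimated correlation, with an adjusted p of 0.00481. Under fry, those for proliferation, p53 target, snoRNA host, replication histone, snoRNA and scaRNA, and snRNA genes held, while the ribosomal protein list had an adjusted p of 0.0551 under fry and 0.250 with an estimated correlation.

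**Figure D2:**
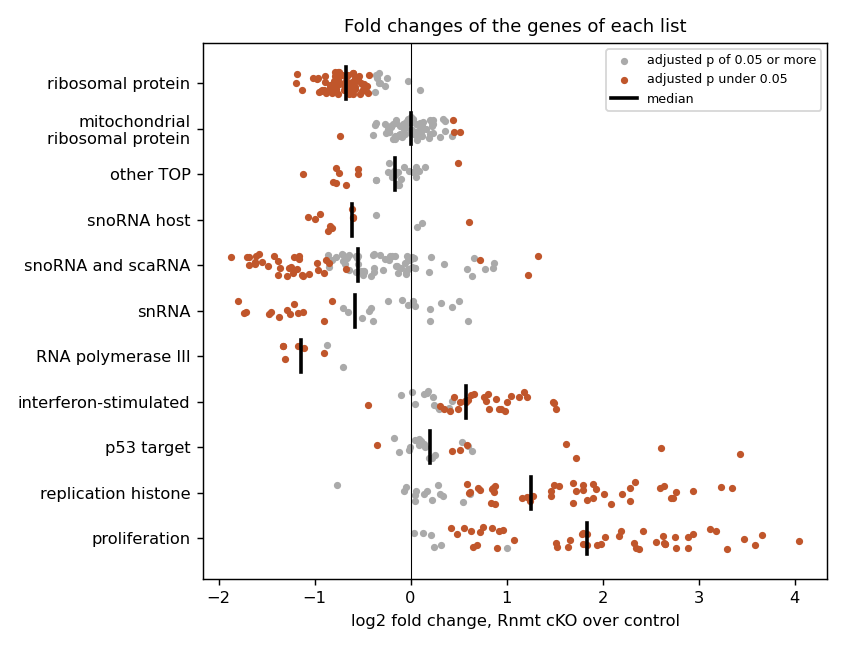
The log2 fold change of Rnmt cKO over control (x axis) for each tested gene (points) of 11 lists, with the median of each list as a bar. The medians are -0.67 for ribosomal protein genes, 0.0019 for mitochondrial ribosomal protein genes and 1.84 for proliferation genes.

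Genes of proliferating cells formed the list with the largest median rise among those chosen beforehand. The median log2 fold change was 1.84 over 54 genes with a camera adjusted p of 4.86e-88, 48 genes were higher, 50 were higher when adjusted over the list alone, and groups were separated upwards for 50. The summed expression of the list was 740.8 ± 34.7 CPM (SD, n = 3) in controls and 1469 ± 48.2 CPM (SD, n = 3) in Rnmt cKO cells. Of the 54 genes, 37 were above 1 CPM in all controls and 0 were on another list. Over the 27 genes with more than 10 CPM in at least 3 samples the median was 0.84. Replication-dependent histone genes had a median of 1.26 over 56 genes, with 42 higher, 43 higher and 1 lower when adjusted over the list alone, and a camera adjusted p of 1.40e-48. Of these, 49 were above 1 CPM in all controls.

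**Figure D3:**
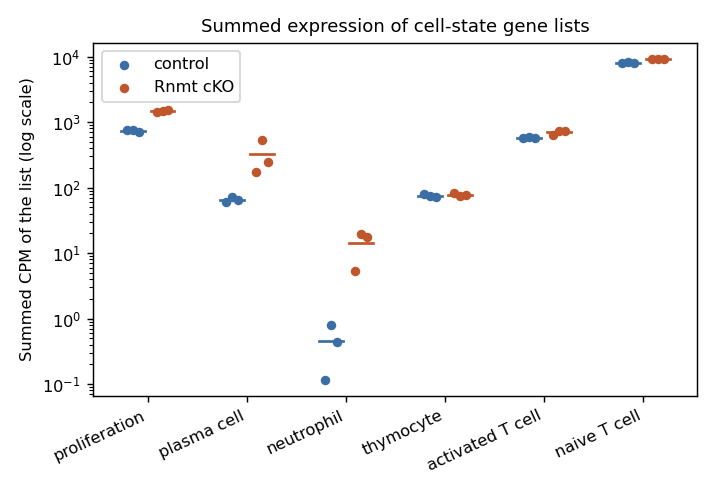
Summed expression (y axis, CPM, log scale) of 6 gene lists in each library (points), with the group mean as a line. Proliferation genes sum to 740.8 CPM on average in controls and 1469 CPM in Rnmt cKO cells, and the thymocyte list to 75.6 and 77.8 CPM.

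Interferon-stimulated genes had a median of 0.57 over 40 genes with a camera adjusted p of 9.80e-12. There were 27 higher genes and 1 lower gene, or 31 and 1 when adjusted over the list alone, and 39 were above 1 CPM in all controls. There were 16 higher genes without control 3 and 14 without Rnmt cKO 1. For p53 target genes the median was 0.21 over 25 genes with a camera adjusted p of 6.93e-05. There were 7 higher genes and 1 lower gene, or 9 and 1 when adjusted over the list alone, and 4 higher without Rnmt cKO 1 or Rnmt cKO 2. With more than 10 CPM required, the median was 0.13 and the camera adjusted p 0.0775, in a range of 2.09e-09 to 0.0775 over its alternatives. Of the 25 genes, 21 were above 1 CPM in all controls and 1 was on another list. Of 23 ATF4 target genes 0 passed the threshold, also when adjusted over the list alone, with 1 lower and 1 higher at an unadjusted p under 0.05, a median of 0.02 and a camera adjusted p of 0.826. The median was 0.16 without control 2, -0.12 without control 3 and -0.07 without Rnmt cKO 3. Of these, 22 were above 1 CPM in all controls and 2 were on another list. Genes of cap enzymes and cap-binding proteins had a median of 0.06 over 22 genes with a camera adjusted p of 0.459, and 1 of these was lower and 2 were higher, also when adjusted over the list alone. Of these 22 genes, all were above 1 CPM in every control and 0 were on another list, and 0 were higher without control 2 or Rnmt cKO 1.

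Memory and effector T cell genes had a median of 0.05 over 14 genes with a camera adjusted p of 0.228. There were 5 higher genes and 1 lower gene, or 5 and 2 when adjusted over the list alone. The median was -0.04 without control 3, where 3 were higher, and was 0.19 without control 1. The summed expression of the memory and effector list rose from 485 ± 10.4 CPM to 524 ± 26.6 CPM (SD, n = 3 in each group) with separated groups. Naïve T cell genes had a median of 0.11 over 12 genes with a camera adjusted p of 0.671, with 4 higher and 1 lower, or 4 and 2 when adjusted over the list alone. There were 2 higher without control 1, 2 or 3 or Rnmt cKO 2, and the median was 0.06 without Rnmt cKO 3. Their summed expression rose from 8081 ± 37.7 CPM to 9153 ± 99.0 CPM (SD, n = 3 in each group) with separated groups. B cell genes had a median of 0.69 over 18 genes with a camera adjusted p of 0.000121 and 10 higher and 1 lower, or 13 and 1 when adjusted over the list alone. The higher B cell genes numbered 5 without control 1 or control 3 and 3 without Rnmt cKO 2. Their summed expression overlapped between groups, at 498 ± 49.8 CPM in controls and 552 ± 133 CPM in Rnmt cKO cells (SD, n = 3 in each group), with Rnmt cKO 1 below every control. Myeloid genes had a median of 1.23 over 7 genes with a camera adjusted p of 0.00146 and 4 higher, also when adjusted over the list alone, and the call was lost without Rnmt cKO 1, 2 or 3, with medians of 0.71, 0.50 and 0.69 and 2, 1 and 2 genes higher. The camera adjusted p of the myeloid list had a range of 1.11e-05 to 0.657 over its alternatives, and with more than 1 CPM required in all 6 samples its median was 0.0041 over 3 genes. The summed expression of the myeloid list did not rise, at 233 ± 32.2 CPM in controls and 228 ± 32.1 CPM in Rnmt cKO cells (SD, n = 3 in each group). The numbers above 1 CPM in all controls were 14, 12, 17 and 3 for these 4 lists, and 2, 0, 2 and 2 genes were on another list. Mitochondrially encoded genes had a median of 0.09 over 11 genes with a camera adjusted p of 0.583 and 2 lower genes. Their summed expression nevertheless fell from 49695 ± 723 CPM to 37801 ± 5330 CPM (SD, n = 3 in each group), with separated groups, so the abundant members fell while the median did not. Without Rnmt cKO 3 their median was -0.21 with 4 lower and an adjusted p of 0.0268, in a range of 0.0268 to 0.916 over the alternatives. There was 1 lower without control 2, control 3, Rnmt cKO 1 or Rnmt cKO 2. The 2 tested genes of CD8 T cells, Cd8a and Cd8b1, were both lower, with a median of -0.72. The 2 tested erythroid genes were both lower, with 1 of them at or under 3 counts in every Rnmt cKO library and a median of -2.23 with that gene at its bound.

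Among the other genes named beforehand, Snord17 fell with a log2 fold change of -1.61, Rpl13a with -0.78 and Eif4a2 with -0.37, with exact test adjusted p-values of 5.98e-06, 0.000646 and 0.0124, and Larp1 rose by 0.31 with an adjusted p of 0.00933. Rpl4 was at -0.33 with an adjusted p of 0.130. Myc was at 0.12 and Fam103a1, which encodes the RNMT cofactor RAM, at 0.24, with adjusted p-values of 0.555 and 0.309. The reference genes Actb, Tbp and Ddx56 were at 0.16, 0.12 and -0.04, all with adjusted p-values of 0.565 or more. Eif4a2 was not past the threshold without control 2, with an adjusted p of 0.145 in a range of 0.00042 to 0.205. It was also not past it without scaling beyond library size or with the replicate block. Larp1 was not past it without control 1, control 2, Rnmt cKO 1 or Rnmt cKO 2, in a range of 0.00092 to 0.119. With the replicate block Larp1 was not past it either, with or without the GC content and gene length trends removed. Rpl4 passed it without Rnmt cKO 3, with an adjusted p of 5.42e-06 in a range up to 0.437. Rpl4 also passed it in the quasi-likelihood fit with the covariate, with an adjusted p of 0.00168. Actb was at -0.03 without Rnmt cKO 3. Fam103a1 passed it without scaling beyond library size, at 0.36 with an exact test adjusted p of 0.0322. It also passed in the quasi-likelihood fit with the covariate, at 0.27 with an adjusted p of 0.0335. Rpl13a was not past the threshold with the replicate block, with an adjusted p of 0.0658.

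The largest rises among the 1391 genes that met the rule for naming were those of Gm33707, Ighg1, Ighg2b, Neb and Ighg2c. Gm33707 (ENSMUSG00000102298), a processed pseudogene on the minus strand of chromosome 3 from 60769887 to 60770455, held 0 counts in all 3 controls and 277, 274 and 167 counts in the Rnmt cKO libraries. This is at least 68.5-fold higher. Neb (ENSMUSG00000026950, chromosome 2, 52136647 to 52378474), which encodes the muscle protein nebulin, was at 24.5 ± 0.961 CPM (SD, n = 3) in controls and 444.6 ± 127 CPM (SD, n = 3) in Rnmt cKO cells. Its log2 fold change was 4.18 with a standard error of 0.25 and an exact test adjusted p of 1.50e-88, and it was past the threshold in all 19 alternatives. The immunoglobulin heavy chain constant genes Ighg1, Ighg2b and Ighg2c rose by 5.95, 5.15 and 4.12 on the log2 scale with exact test adjusted p-values of 7.40e-17, 3.52e-11 and 6.68e-06. Their levels spread widely among the Rnmt cKO libraries, at 38.5, 156.3 and 39.2 CPM for Ighg1 in Rnmt cKO 1, 2 and 3 against 1.25 ± 0.845 CPM (SD, n = 3) in controls. The largest falls were those of Gm13546 at -1.93, Gm45055 at -1.88, Apol9b at -1.87, Dapl1 at -1.83 and Rnu12 at -1.74, with exact test adjusted p-values from 5.05e-22 to 8.39e-10, and each was past the threshold in all of its 18 or 19 alternatives. Rnu12 (chromosome 15, 83149644 to 83149794), the U12 snRNA, was at 88.1 ± 15.6 CPM (SD, n = 3) in controls and 26.4 ± 9.12 CPM (SD, n = 3) in Rnmt cKO cells.

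**Figure D4:**
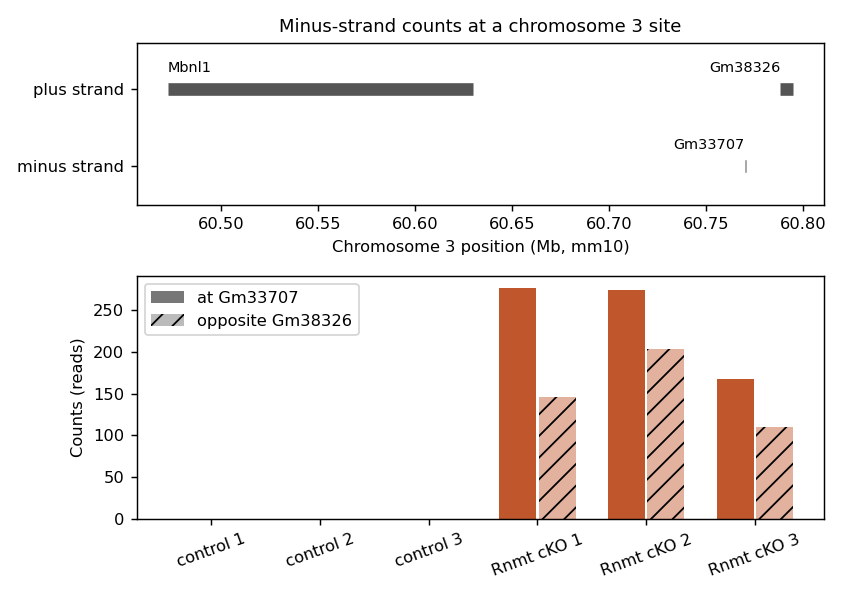
Top, positions of Mbnl1, Gm33707 and Gm38326 on chromosome 3 (x axis, Mb, mm10) by strand. Bottom, minus-strand counts (y axis, reads) per library at Gm33707 and opposite Gm38326, which are 0 in all 3 controls at both genes and 110 to 277 in the Rnmt cKO libraries.

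Multimapping reads made up 11.9 ± 2.24% (SD, n = 3) of all reads in controls and 8.89 ± 2.67% (SD, n = 3) in Rnmt cKO libraries. The groups overlapped, with an exact two-sided permutation p of 0.30. The difference of group means was -3.02 percentage points, -1.81 without control 1 and -4.56 without Rnmt cKO 3. Uniquely mapped reads in no gene made up 40.7 ± 5.07% (SD, n = 3) in controls and 42.1 ± 8.91% (SD, n = 3) in Rnmt cKO libraries, with an exact two-sided permutation p of 0.80. The difference of 1.43 percentage points was smaller than the spread between replicates in each group. It became 6.56 without Rnmt cKO 3 and -1.49 without Rnmt cKO 1.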

Values the study reported

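The study reported that 11 219 genes passed its thresholds in naïve CD4 T cells, with 753 significantly reduced and 845 significantly increased in Rnmt cKO cells. Of the 69 genes in its ribosomal protein pathway, 58 were significantly decreased. Ribosomal protein transcripts were put at ∼27% of the protein-coding transcriptome by RPKM in control cells and at ∼18% in Rnmt cKO cells. The study detected 50 snoRNAs in the naïve cells and counted 33 of these as reduced.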

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

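The tests in this part were chosen after the results had been seen.

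The comparisons above use reads of the sense strand, and reads of the other strand were examined separately. Of 14357 genes tested on that strand with the edgeR exact test, 35 were lower and 63 were higher. Some of these have an annotated gene on the opposite strand, and whether they follow that neighbour was not tested. The genes described here rose by at least 2.00 on the log2 scale past the threshold, with every Rnmt cKO library above every control, and have no annotated gene on the opposite strand within 5 kb, so that the signal lies in data outside the main measurement.

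The reads opposite Gm38326, a lincRNA on the plus strand of chromosome 3 from 60788361 to 60794730, numbered 0 in each control and 146, 204 and 110 in the Rnmt cKO libraries, which is at least 39.7-fold higher. Gm33707, the gene with the largest rise in sense reads, lies 17.9 kb away. Of the counts at both genes in Rnmt cKO cells, 99.7% lie on the minus strand, which argues against read-through from Mbnl1, the plus-strand gene 140.1 kb upstream. Gm33707 is in part a copy of Eno1, with 64.9% of its bases in stretches of 12 bases that Eno1 transcripts share, against 0% for its reversed sequence. Eno1 stood at a mean of 263 CPM in the controls, which held none of these reads, and this argues against misplaced Eno1 reads. What stays open is the Cre transgene or the place where it entered the genome. The reads at this site were present in each Rnmt cKO library and in no control, and the other strand of Cd4, whose regulatory sequence drives Cre, rose by 2.61 on the log2 scale, from 8, 9 and 8 counts in controls to 57, 77 and 62 counts in Rnmt cKO libraries. The sense reads of Cd4 rose by 0.35, so a fixed leak of sense reads to the other strand would not account for this. The transgene and the loss of Rnmt cannot be told apart, because all Rnmt cKO animals and no controls carry the transgene. These reads may therefore mark the genotype of each library and not a response to RNMT loss.

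The other 3 genes had fewer reads. Those opposite Gm38130, on chromosome 1 from 88653085 to 88654845, numbered 5, 14 and 6 in controls and 57, 61 and 38 in Rnmt cKO libraries, a log2 fold change of 2.29. Those opposite Rictor numbered 0, 1 and 0 against 5, 9 and 10, at least 2.10-fold higher. Those opposite Inpp1 numbered 2, 1 and 2 against 10, 9 and 16, at least 3.14-fold higher. The adjusted p-values of the exact test for Rictor and Inpp1 were 0.0119 and 0.0474, near the threshold. No technical or biological explanation was tested for these 3 genes.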

How the results depend on the processing

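Rnmt was lower past the threshold in all 19 alternatives, with log2 fold changes from -0.81 to -0.52. The share of counts on ribosomal protein genes and the medians of ribosomal protein, other TOP, snoRNA host, snoRNA and scaRNA, and snRNA genes stayed below 0 in all of their alternatives. Of 215 values of the main results under alternatives, 180 kept their direction and their side of the threshold or moved by less than the limit set for them.

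Without scaling beyond library size, 535 genes were lower and 1938 higher, since the median of all genes then sat at 0.14. With the filter of more than 1 CPM in all 6 samples, which tests fewer genes, 753 were lower and 845 higher. With the share of reads outside genes as a covariate in a quasi-likelihood fit, chosen after seeing the data, 1466 genes were lower and 1696 higher, against 636 and 793 in the quasi-likelihood test without it. Of the 1831 genes called by the exact test, 1829 were among those called with the covariate. Across the 6 fits that each left out 1 library, the counts ran from 547 without Rnmt cKO 2 to 1285 without Rnmt cKO 3 for lower genes and from 643 to 1221 for higher genes. The DESeq2 Wald test gave 638 and 702.

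Control and Rnmt cKO libraries share replicate numbers. The deviations of same-numbered libraries from their group means had correlations of -0.213, -0.0164 and -0.345, which gave no sign that the numbers pair the samples. Libraries of different numbers were not compared in this way, so a pairing masked by other differences between libraries stays open. With the replicate block, 276 genes were lower and 431 higher and 26 ribosomal protein genes were lower. With the replicate block and the GC content and gene length trends removed, 434 were lower and 548 higher, and Rpl24 was at 0.032.

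The fall in the ribosomal protein share was -3.65 percentage points over protein-coding genes alone and -8.51 points over RPKM, since both denominators leave out abundant non-coding RNA and the second weights short genes more. Leaving out 1 library gave -3.15 to -2.15 points. The difference in the share of reads in no gene ranged from -1.49 to 6.56 points when 1 library was left out, with both signs, and the cause was not tested. Ribosomal protein genes past the threshold numbered 50 to 77 in those fits, and their median ran from -0.91 to -0.53.

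With an estimated correlation, the camera adjusted p was 0.250 for ribosomal protein genes at their median of -0.67, 0.462 for other TOP genes at -0.16, 0.126 for snoRNA host genes at -0.61, 0.147 for snoRNA and scaRNA genes at -0.55 and 0.147 for snRNA genes at -0.58. Under fry, ribosomal protein genes at -0.67 and other TOP genes at -0.16 had adjusted p-values of 0.0551 and 0.152. An estimated correlation within each list widens the test, and the medians are the same by construction. The snRNA median of -0.19 without a filter on low counts had an adjusted p of 0.147, and the cause was not tested.

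The median of mitochondrial ribosomal protein genes, 0.0019, changed sign with DESeq2 size factors, at -0.012, with TMM factors computed without ribosomal protein genes, at -0.0016, with more than 10 CPM required, at -0.0059, and with the covariate, at -0.0057. Without scaling beyond library size it was 0.12 with 10 genes higher and 1 lower, where the median of all genes sat at 0.14. The list median ran from -0.074 to 0.065 across the fits that left out 1 library. The cause was not tested, and a median this close to 0 carries no direction.

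For the 33 named genes other than Rnmt, 567 of 609 values under alternatives agreed in direction and side of the threshold, 27 were weaker, 7 stronger and 8 reversed. The reversed values belong to 3 genes that were not past the threshold. Without scaling, Ddx56 was at 0.078 and Rpl24 at 0.090. With GC content and gene length trends removed, Rpl24 was at 0.049. Leaving out 1 library moved Actb from -0.033 to 0.25 and Rpl24 from -0.33 to 0.21. For Rpl24, at a mean of 2.60 CPM in controls, the low counts limit the result.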

Other observations

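The set tests of interferon-stimulated, p53 target, ATF4 target and memory T cell genes were fixed before any count was seen, while the tests chosen only after the result was seen were those of the covariate on ribosomal protein genes, RNA polymerase III transcripts, plasma cells, neutrophils and Neb, and the summed expression for thymocytes. The other tests were written down after the data had first been examined and before their own result, and single members of the activated T cell list had been seen by then.

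Other ways to split the 6 libraries into 3 and 3 were compared with the real grouping. Of the 10 splits, 1 gave as many genes past the threshold as the real one, the real one itself, with 1831 genes against at most 44 in the other 9. Likewise 1 of the 10 splits gave as many ribosomal protein genes, with 68 against at most 0. The median of the ribosomal protein list was as large in 1 of the 10 splits, that of other TOP genes in 3, of snoRNA host genes in 1, of snoRNA and scaRNA genes in 1, of snRNA genes in 1 and of mitochondrial ribosomal protein genes in 10. With 10 splits no share can be under 0.10, so chance cannot be told apart from an effect by this count alone. Every other split mixes libraries of both groups, so it keeps part of the real difference and counts the rest as spread within its groups. Its counts of genes therefore do not show what would be called without any difference. The camera test called 7 to 11 of the 17 lists in the other splits against 11 in the real one. Some of these calls may come from the difference that remains. With an estimated correlation the call for proliferation genes alone held. The adjusted p-values with a preset correlation thus overstate the evidence for lists whose genes vary together between libraries.

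The split that sets controls 1 and 2 and Rnmt cKO 3 against the rest follows the lower share of reads in no gene. It gave a ribosomal protein median of size 0.55 and a camera p of 4.01e-42, smaller than the 8.59e-37 of the real split, but 44 genes past the threshold. The split of controls 1 and 3 and Rnmt cKO 3 against the rest also gave a smaller camera p, 5.71e-41, so 3 of the 10 splits had a camera p as small as the real one for this list. Ribosomal protein levels thus also vary with a property of the libraries. With that share as a covariate, the real comparison still had a ribosomal protein median of -0.63 with 77 genes lower, which argues against this difference between libraries as the whole cause. The GC content and gene length trends argue likewise, since the median was -0.60 after their removal. The 40 tested ribosomal protein pseudogenes fell with a median of -0.67 and a camera adjusted p of 1.53e-08, with 16 lower, or 23 when adjusted over the list alone, so reads did not move from genes to these copies. The lower pseudogenes numbered 3 without control 1, 9 without control 2, 7 without Rnmt cKO 1 and 6 without Rnmt cKO 2, and 33 were above 1 CPM in all controls. Over protein-coding genes alone the share of ribosomal protein counts still differed by -3.65 percentage points with separated groups, so abundant non-coding RNAs do not account for it. A response to RNMT loss remains a hypothesis for this list that these tests leave standing.

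The fall of small non-coding RNAs extended to some that do not receive the RNMT-dependent cap. The 8 listed RNA polymerase III transcripts that were tested had a median log2 fold change of -1.14 and a camera adjusted p of 1.21e-05. There were 6 lower past the threshold, 7 when adjusted over the list alone, and groups were separated downwards for 7. There were 3 lower without control 1 or Rnmt cKO 1. All 8 were above 1 CPM in every control and 1 was on another list. The summed expression of the list was 74001 ± 21305 CPM (SD, n = 3) in controls and 36459 ± 12973 CPM (SD, n = 3) in Rnmt cKO cells. With the replicate block 1 of the 8 genes was lower. The split of controls 1 and 3 and Rnmt cKO 3 against the rest gave a smaller camera p, 5.96e-07 against 8.05e-06. Of the 10 splits, 2 had a camera p as small as the real one and 1 a median as large. A fall was thus also seen among RNAs without this cap. The snoRNA and scaRNA genes were not divided by cap, so whether their fall was restricted to capped ones stays open. With the share of reads in no gene as a covariate the median of the RNA polymerase III list was -1.10, which argues against that share as the whole cause. Loss of the shortest RNAs at size selection would make the shortest snoRNAs fall most, but across 93 genes the Spearman correlation of length and log2 fold change was -0.479. The permutation p was 1e-05, the smallest that the resamples can give, and genes are not independent replicates. The 16 Snora genes, with a median length of 131.5 bases, had a median of -0.84, and the 15 Snord genes, with a median length of 83 bases, had a median of -0.50. Removal of GC content and gene length trends together moved the snoRNA and scaRNA median to -0.33 and the snRNA median to -0.35, so such trends may account for part of the fall. The U6 snRNA, also a product of RNA polymerase III, which the study describes as not repressed, is not on this list. Copies of U6 among the snRNA genes were not identified or examined separately, so the list does not stand for all such RNAs. A lower yield of structured small RNAs in 1 group of extractions, or a cell-wide fall in such RNAs, may both give this pattern, and neither was tested.

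The rise of proliferation genes may come from cycling cells within the sorted population. The summed expression of the 54 genes rose by 728.5 CPM. Plasma cell genes rose by 255 CPM, from 65.7 ± 4.997 to 320.8 ± 194 CPM (SD, n = 3 in each group), with 9 of 10 genes higher, also when adjusted over the list alone, and a median of 3.42. The plasma cell sum was 173.8, 540.5 and 248 CPM in Rnmt cKO 1, 2 and 3, while the proliferation sum was 1417, 1479 and 1512 CPM. The proliferation sum did not follow the plasma cell sum across these libraries, which argues against plasma cells as its main source. How much cell cycle RNA plasma cells carry was not measured, so a smaller contribution stays open. Neutrophil genes rose by 13.8 CPM, with 3 of 3 tested genes higher and a median of 4.25 with 2 genes at their bounds. These 3 genes do not measure the cell cycle RNA of neutrophil precursors, so such cells stay open as a source. Of these lists, 4 and 0 genes were above 1 CPM in all controls and 2 and 2 were on another list. The set test planned for thymocytes gave a median of -0.15 over members that go both ways and a camera adjusted p of 0.518. Because such a median decides little, the summed expression was examined after this was seen. It rose by 2.22 CPM, less than its SD of 4.94 CPM between controls. A sum over members that go both ways does not decide the question either. Cd8a and Cd8b1 were lower while other members were higher, so thymocytes stay open as a source. There were 2 lower and 2 higher among 7 thymocyte genes, or 3 and 2 when adjusted over the list alone, 5 were above 1 CPM in all controls and 2 were on another list. The median was -0.03 without control 1 and -0.39 without Rnmt cKO 3. The activated T cell list had a median of 0.26 over 15 genes, with 6 higher and 2 lower, or 8 and 2 when adjusted over the list alone, and a camera adjusted p of 8.66e-05. All 15 were above 1 CPM in every control and 3 were on another list. The list thus rose by the planned set test, but a median as large appeared in 2 of the 10 splits, so recently activated cells stay open as a source. Of these 6 lists chosen after seeing the data, all but the thymocyte list held under fry and none held with an estimated correlation, where the adjusted p was 0.108 for the smallest.

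Whether the sorted Rnmt cKO cells hold more memory cells stays open in these data. The study reported a high purity of the sorted naïve cells. By flow cytometry of lymph nodes it found similar proportions of memory T cells in both genotypes. Those proportions were not measured in the sorted cells of these libraries. The planned test asked for a rise of the memory list and a fall of the naïve list. Neither was seen by that set test, with camera adjusted p-values of 0.228 and 0.671. The memory and effector list had a median of 0.046 with members going both ways, which does not decide the question. Its summed expression rose from 485.2 ± 10.4 to 523.8 ± 26.6 CPM (SD, n = 3 in each group) with separated groups. The summed expression of the naïve list rose as well, so the sums leave the question open too.

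Interferon-stimulated genes would rise if incompletely capped RNA were sensed as foreign. Their median of 0.57 and 27 higher genes are in line with this, but the median reached 0.52 in another split, the fry adjusted p was 0.0551, and other routes to this response were not tested. p53 target genes would rise if unbalanced ribosomal protein supply stabilised p53. Their median of 0.21 is in line with this and the fry adjusted p was 0.00071, but 2 of the 7 higher genes, Gtse1 and Ckap2, named after their values were seen, also belong to the cell cycle, and without these the median was 0.20 with 5 higher. It was 0.13 with more than 10 CPM required. The integrated stress response would raise ATF4 target genes. The planned set test gave a median of 0.024 over members that go both ways and a camera adjusted p of 0.826. The median ran from -0.12 to 0.16 when 1 library was left out, 0 genes were higher past the threshold, and 3 were higher without scaling and 2 with the covariate. No rise of the list was seen, but these values do not exclude a small one, and the question stays open.

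Neb rose by 4.18 on the log2 scale. The 7 tested genes within 1 Mb had a median of 0.15 and a range of 0.03 to 0.18, with 0 past the threshold and 0 at an unadjusted p under 0.05. This argues against a change of expression shared by the genes within 1 Mb. It cannot exclude a difference of the region that changes only some genes, or one that reaches further. Gm13546 and Dapl1, among the largest falls, also lie on chromosome 2, starting at 58164001 and 59484653, outside this window. A candidate explanation is a specific effect on this gene in cells without RNMT, or a strain difference carried with the transgene, neither of which was tested.

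A difference in sex between groups is argued against, since the largest log2 fold change of a Y-linked gene was 0.28, none of the 4 Y-linked genes passed the threshold, and Xist held at most 2 counts in each library. Of the 4 Y-linked genes 1 was higher at an unadjusted p under 0.05.

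Of the genes past the threshold, 257 are not listed in the authors' deposited table, 173 of these higher in Rnmt cKO cells, and the authors' deposited table lists 36 of the 54 proliferation genes. A filter that asks for more than 1 CPM in all 6 samples removes genes that are nearly silent in 1 group, such as Gm33707.

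Here 93 snoRNA and scaRNA genes passed the filter on counts. That is higher than the value quoted from the study above. The units differ, since single genes and scaRNAs from unique reads are counted here, while the study summed multimapping reads over families and counted scaRNAs apart.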
